# RNA-Sequencing Analysis of the Spleen and Gill of *Takifugu rubripes* in Response to *Vibrio harveyi* Infection

**DOI:** 10.3389/fvets.2021.813988

**Published:** 2022-01-31

**Authors:** Dongxu Gao, Wei Lei, Chenshi Wang, Ping Ni, Xiaoyu Cui, Xindi Huang, Shigen Ye

**Keywords:** *Takifugu rubripes*, *Vibrio harveyi*, RNA-sequencing, immune response, aquacultural species

## Abstract

*Takifugu rubripes* is commonly subjected to the disease-causing bacterium, *Vibrio harveyi*. However, the mechanism involved in the immune response of *T. rubripes* to *V. harveyi* infection is unclear. We conducted a transcriptomic analysis of the spleen and gill from *T. rubripes* infected with *V. harveyi*. We obtained 60,981,357 and 60,760,550 clean reads from the control and infected spleens, and 57,407,586 and 57,536,651 clean reads from the control and infected gills, respectively. We also identified 1,560 and 1,213 differentially expressed genes in the spleen and gill, respectively. Gene ontology analysis revealed that the most enriched biological process in both the spleen and gill was “immune response”. The most enriched Kyoto Encyclopedia of Genes and Genomes immune response–related pathways were the NOD-like receptor signaling pathway in the spleen and cytokine–cytokine receptor interaction in the gill. We found 10 candidate immune-related genes in the spleen and gill. These putative immune pathways and candidate genes will provide insight into the immune response mechanisms of *T. rubripes* against *V. harveyi*.

## Introduction

*Takifugu rubripes* is becoming one of the most economic aquatic fish species in East Asia (1–3). The total aquacultural yield of *T. rubripes* in China reached 17,473 tons in 2019 (4). In Japan, these aquacultural species is considered one of the most valuable commercial finfish in recent decades (5). However, the aquacultural industry for *T. rubripes* is restricted by several serious aquatic diseases (6, 7). Specifically, high mortality resulting from *Vibrio harveyi* infections leads to enormous economic losses (8, 9). *V. harveyi* is an important luminous marine bacterium (10, 11) that is pathogenic to many aquatic animals (12, 13).

Fish immunology has received much attention for its important and unique role in understanding the evolution of immune system. Investigating the effects of bacterial infections on fish immune organs is important for understanding the immune response mechanisms to bacterial diseases (14, 15). The spleen and gill are important immune organs in fish. The spleen is the primary hematopoietic and peripheral lymphoid organ (16, 17) and is important for antigen (e.g., bacteria) presentation and initiation of adaptive immune responses (18, 19). The gill is a type of mucosal surface and a mucosal immune organ in fish (14, 20), and is an important site of bacterial exposure and host defense mechanisms (14).

Sequencing technology is widely applied in aquaculture (21–24). RNA-sequencing technology can effectively reveal genes that are engaged in immune responses and expressed in response to the presence of toxicants or infection (25–27). Many studies have focused on the transcriptomic changes in different fish tissues after bacterial infection (15, 28). However, few studies have reported the combined analysis of RNA-sequencing in the spleen and gill of *T. rubripes* after *V. harveyi* infection.

Here, we used RNA-sequencing technology to detect genome-wide transcriptional changes in the spleen and gill of *V. harveyi*–infected *T. rubripes*. These results may help identify the immune-relevant genes and mechanisms during *V. harveyi* infection. Our study provides a novel strategy for understanding the mechanisms of action of *V. harveyi*–induced aquacultural diseases in fish and developing genetic markers for *V. harveyi* disease resistance.

## Materials and Methods

### Experimental Animals and Tissue Collection

The Animal Care and Use Committee of the Key Laboratory of Mariculture and Stock Enhancement in North China's Sea at Dalian Ocean University approved all fish-related procedures in this study. *T. rubripes* (weighing 118 ± 7.5 g) were obtained from a local supplier (Tianzheng Industrial, Dalian, China) and acclimated for approximately 7 days in seawater at 19 ± 1°C.

Fish were challenged in six seawater tanks with three control and three treatment groups. The identified *V. harveyi* were reisolated from a symptomatic *T. rubripes* with skin and visceral lesions. Fifteen fish were put into each tank with 2.5 × 10^7^ colony-forming units per milliliter of *V. harveyi*, exposed to the bacteria for 12 h, then transferred to clean seawater and maintained for 7 days. The same number of fish was used as controls. Fish in the control group stayed in clean seawater throughout the experiment. One-third of the seawater was replaced every 2 days throughout the experiment. On day 7 post-challenge, some fish in the treatment group showed slow movement, decreased vitality, and cell necrosis in their spleens and gills. The control fish displayed no abnormalities in their movement, vitality, or visceral organs [see more details in Supplementary Figure 1; (29)]. The spleen and gill were collected from both the symptomatic *V. harveyi*–treated fish and control fish on day 7. Samples were frozen in liquid nitrogen prior to RNA extraction.

### Library Preparation for Transcriptome Sequencing

Sequencing analysis was performed to evaluate the effects of *V. harveyi* on global transcription in the spleen and gill. In both the control and treatment groups, the fish from the three tanks were firstly mixed, and then the four fish were randomly selected from the mixed fish. The selected samples were taken for sequencing analysis. RNA-sequencing and library preparation were performed by Novo Genomic Services Lab (Qingdao, Shandong, China). RNA (3 μg per sample) was used as the input material for the RNA sample preparation. Sequencing libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) per the manufacturer's recommendations, and index codes were added to attribute sequences to each sample.

The index-coded samples were clustered using a cBot Cluster Generation System with a TruSeq PE Cluster Kit v3-cBot-HS (Illumina; NEB) per the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina HiSeq platform, and 125/150-bp paired-end reads were generated.

### RNA Extraction and Reverse Transcription

Total RNA was extracted from the spleens and gills using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) per the manufacturer's protocol. First-strand cDNA was synthesized from 1 μg of total RNA using a MonScript RTIII All-in-One Mix kit (Monad, Shanghai, China) per the manufacturer's protocol.

### Real-Time Quantitative PCR

Real-time quantitative (RT-q) PCR was performed to validate the sequencing analysis results on a StepOnePlus Real-Time PCR system (ABI, USA) using SYBR green I fluorescent dye. Gene expression levels were normalized to *T. rubripes* β*-actin* (30). Relative gene expression was calculated using the 2^−Δ*ΔCT*^ method (31). The primer sequences were designed using software Primers Premier 5.0 (Supplementary Table 1). Eight genes were randomly selected for RT-qPCR verification.

### Data Analysis

High-quality clean reads were obtained from raw reads. The reference genome and gene model annotation files were directly downloaded from the genome website (ftp.ensembl.org/pub/release-92/fasta/takifugu_rubripes/). Hisat2 v2.0.5 was used to build the index of the reference genome and align the paired-end clean reads to the reference genome (*Takifugu_rubripes_Ensemble_92*) (32). FeatureCounts v1.5.0-p3 was used to count the read numbers mapped to each gene (33). The fragments per kilobase of transcript sequence per millions base pairs sequenced of each gene was then calculated based on the gene length, and read counts were mapped to the gene. Differential expression analysis of two conditions was performed using the DESeq2 R package (1.16.1) (34), which provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *p*-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate. Genes with an adjusted *p*-value < 0.05 in DESeq2 were assigned as differentially expressed genes (DEGs). Gene ontology (GO) enrichment analysis of the DEGs was implemented by the clusterProfiler R package, which corrects for gene length bias. GO terms with corrected *p* < 0.05 were considered significantly enriched by DEGs (35). The Kyoto Encyclopedia of Genes and Genomes (KEGG) database enables understanding high-level functions and utilities of biological systems, such as cells, organisms, and ecosystems, from molecular-level information, especially large-scale molecular datasets generated *via* genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used clusterProfiler R to test the statistical enrichment of the DEGs in the KEGG pathways (36). The top GO categories and KEGG pathways were selected according to their *p*-values.

## Results

### Differential Gene Expression in the Spleen After *V. harveyi* Infection

The RNA-sequencing data were submitted to Gene Expression Omnibus (accession number: GSE155911). The four control spleens (CS1–4) yielded 60,298,712; 59,160,768; 61,669,660 and 62,796,286 clean reads, respectively. The four *V. harveyi*–infected spleens (VhS1–4) yielded 61,129,742; 67,177,292; 55,859,620; and 58,875,544 clean reads, respectively. The mapping rates were 88.94%, 87.47%, 88.88%, and 88.87% for the four control spleens (CS1–4), respectively. The mapping rates were 89.50%, 89.24%, 89.29%, and 89.61% for the four infected spleens (VhS1–4), respectively. 

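RNA-sequencing libraries from the spleens of 4 control fish and 4 infected fish were analysed. The infected fish had been exposed for 12 h to *V. harveyi*, a marine Gram-negative bacterium, at 25000000 colony-forming units per milliliter, and spleens were collected on day 7. The authors aligned the clean reads to the Ensembl genome of *T. rubripes*, counted the reads on each gene and deposited the FPKM of 24600 genes, which are read counts scaled to gene length and library total, together with the length of each gene. Of these genes, 19388 carried Ensembl identifiers and the others were loci that carried none. No gene names were given, and 0 of the identifiers matched the gene names used here, so genes are given by identifier. Dividing FPKM times gene length by its value for 1 read in each library returned a whole number of reads, within a tolerance of 0.001, for 100% of the 335703 values above 0 in the 16 spleen and gill libraries. Reads on genes obtained in this way ranged from 19665720 to 20769422 in the control spleens (median 20024952) and from 18596071 to 22888294 in the infected spleens (median 19932950). At this depth, 1 read on a gene of the median length of 1285 bases corresponded to an FPKM of 0.0390. The library totals behind the FPKM values were proportional to median-of-ratios factors over the 16 libraries, with a largest deviation of 2.8e-06%, so the deposited values were already scaled between libraries. Infected and control spleens were compared with limma on log2(FPKM + 0.5), a scale that understates the change of genes with low FPKM. Genes with an FPKM of at least 0.1 in at least 4 of the 8 libraries were tested, *p*-values were adjusted by the Benjamini and Hochberg approach, and no minimum fold change was applied.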

Compared with the controls, the spleens of the *V. harveyi*–infected fish contained 1,560 DEGs (*p* < 0.05, fold difference >1). Of these, 726 genes were significantly upregulated, and 834 were significantly downregulated (Figure 1A). 

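Of the 19383 genes tested in the spleen, 21 had an adjusted *p*-value below 0.05 in limma, of which 11 were upregulated and 10 were downregulated in the infected fish. Each of them changed by at least 1.13 on the log2 scale, and the largest change was 3.81. Without adjustment, 3802 genes (19.6% of those tested) had a *p*-value below 0.05, including 1771 upregulated and 2031 downregulated genes. The downregulated genes include ENSTRUG00000001164 (log2 fold change -8.36), which took 7.69% of the reads of control spleen CS2. This gene took 0.0542% in CS1, 5.0e-05% in CS3, 0.144% in CS4 and at most 0.00152% in the infected spleens. With CS2 left out, 3475 genes had an unadjusted *p*-value below 0.05. For 2367 genes (12.2%), all 4 infected spleens lay on one side of all 4 control spleens. Chance gives 2.86% on average over groupings, but genes are not independent, so a single grouping can lie far from it. Other splits of the spleens into 4 and 4 gave 220 to 3108 genes with an unadjusted *p*-value below 0.05 in limma. The median standard deviation between replicates was 0.317 on the log2 scale. Apart from leaving out the adjustment, the number of DEGs moved most when all 16 libraries entered 1 fit with a shared estimate of the spread, which gave 1786 DEGs, with 834 upregulated and 952 downregulated. It also depended on single libraries, with 56 DEGs without CS1, 3 without CS2, 4 without CS3, 21 without CS4, 2 without VhS1, 3 without VhS2, 429 without VhS3 and 2 without VhS4. The largest rise among the DEGs whose groups did not overlap was that of ENSTRUG00000014273, on the minus strand of scaffold 187 from 315460 to 325992 in the genome the authors used. Its counted length was 372 bases. Its FPKM was 9.65 ± 3.81 (SD, n = 4) in the infected spleens, from 300 reads in total, and 0.229 ± 0.354 (SD, n = 4) in the controls, from 7 reads. Its log2 fold change was 3.81 (standard error 0.40, adjusted *p* = 0.0165, limma with Benjamini and Hochberg adjustment). The adjusted *p*-value of this gene ranged from 0.00169 to 0.0889 over the other settings, and was 0.0723 without CS2, 0.0861 without CS3, 0.0565 without VhS1 and 0.0660 without VhS4. The largest fall among the same DEGs was that of a locus without an Ensembl identifier. This locus lies on the plus strand of scaffold 11631 from 26 to 717. Its FPKM was 0.819 ± 0.476 (SD, n = 4) in the infected spleens and 10.6 ± 4.91 (SD, n = 4) in the controls. Its log2 fold change was -3.04 (standard error 0.39, adjusted *p* = 0.0356 in limma), and its adjusted *p*-value ranged from 0.000429 to 0.143 over the other settings. For this locus it was below 0.05 without CS1 or VhS3, and was 0.101 without CS2, 0.0866 without CS3, 0.0649 without CS4, 0.0686 without VhS1, 0.110 without VhS2 and 0.119 without VhS4. In an exact two-sided permutation test of either gene alone, *p* was 0.0286, the smallest value that 4 fish against 4 allow. This test decides nothing further, because both genes were chosen for groups that did not overlap, which fixes its *p*-value.

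**Figure D1:**
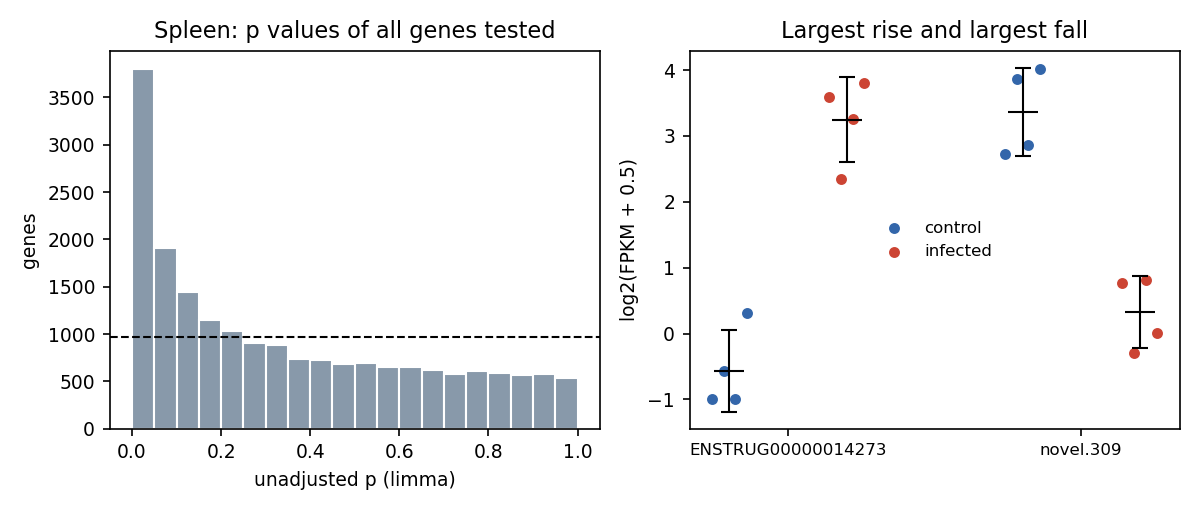
Left, the number of the 19383 genes tested in the spleen in each interval of the unadjusted limma p-value. The dashed line is the number per interval expected on average without any difference, and a single grouping of libraries can stray from it. Right, log2(FPKM + 0.5) of the genes with the largest rise and the largest fall among the DEGs whose groups did not overlap. Each control and infected spleen is shown, with the mean and SD of 4 fish. The 4 infected spleens lie above all controls for the first gene and below all controls for the second.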

Figure 1B shows the volcano plot of the DEG distribution.

**Figure 1:**
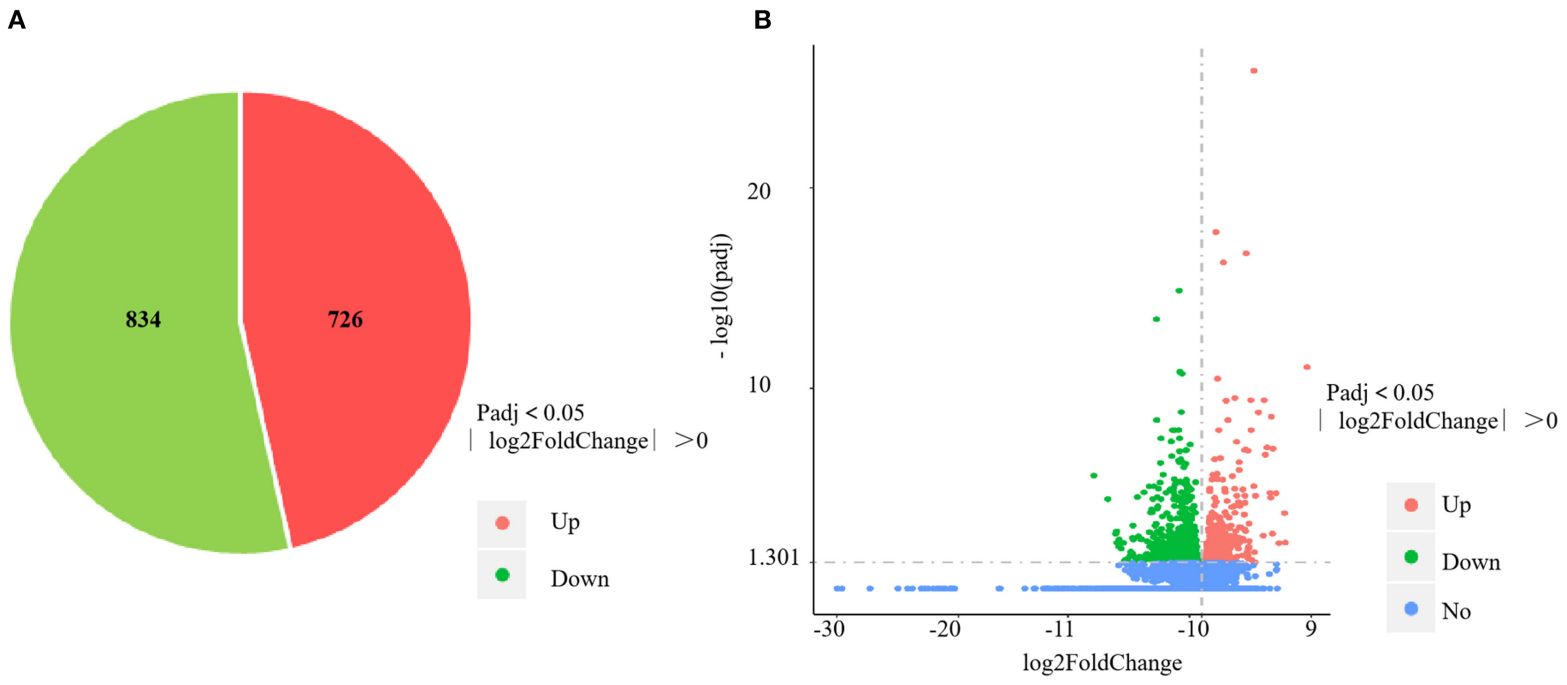
DEGs identified in the spleen infected by *V. harveyi*. The number of DEGs in spleen is shown in **(A)**, and the volcano plot of DEGs in spleen is shown in **(B)**.

GO analysis results for the spleen tissue showed that these DEGs were clustered into predicted functional groups. The effects of *V. harveyi* were demonstrated in 1,939 groups, including 1,344 biological process (BP) terms (69.31%), 205 cellular component (CC) terms (10.57%), and 390 molecular function (MF) terms (20.12%). In the BP category, “immune response” (GO:0006955), “response to external biotic stimulus” (GO:0043207), and “regulation of immune response” (GO:0050776) were most noteworthy. The most highly represented CC term was “extracellular region” (GO:0005576). The most highly enriched MF terms were “enzyme regulator activity” (GO:0030234) and “enzyme inhibitor activity” (GO:0004857; Figure 2A).

**Figure 2:**
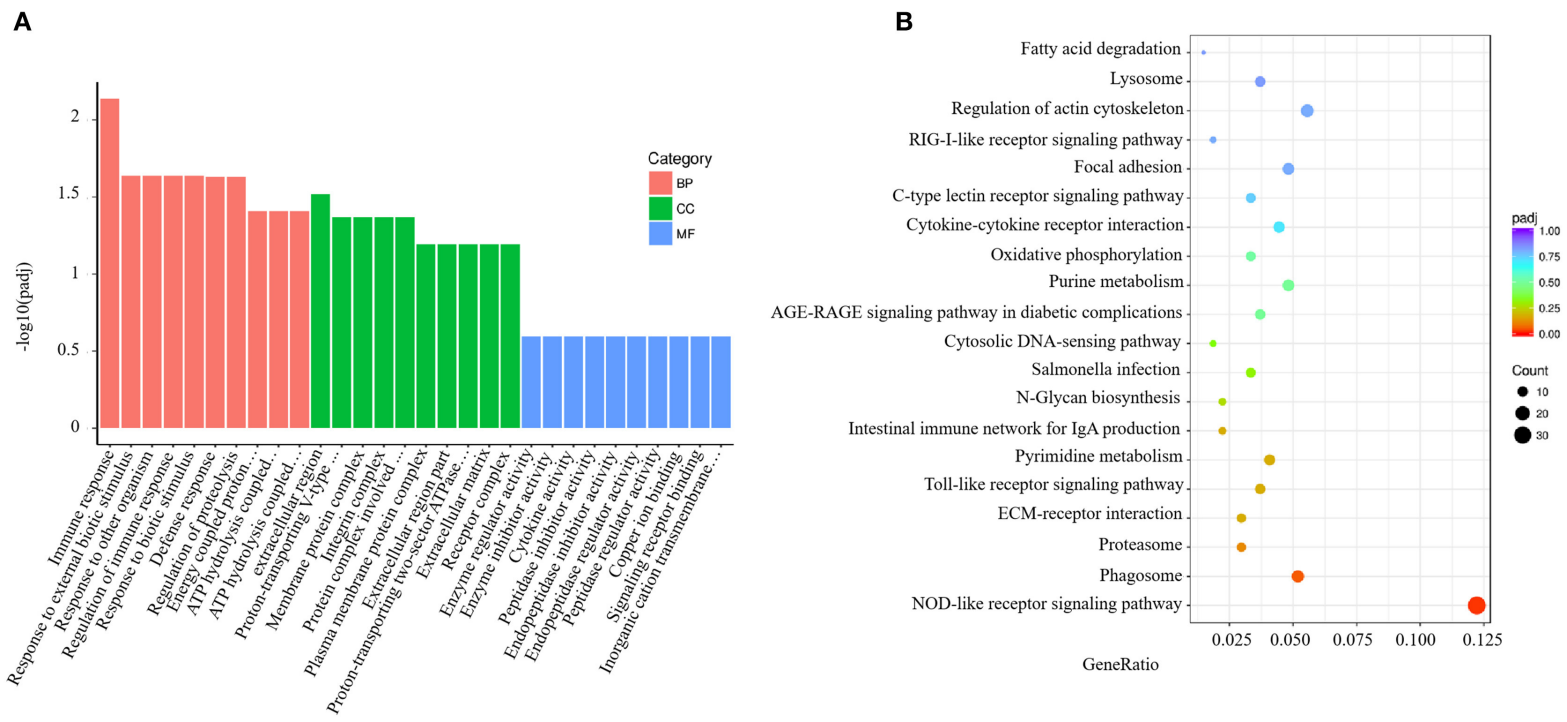
Enrichment GO and KEGG annotation in the spleen infected by *V. harveyi*. Top GO categories in the spleen are shown in **(A)**. KEGG category of DEGs in the spleen infected by *V. harveyi* is shown in **(B)**.

Using KEGG functional annotations, the 1,560 DEGs were classified to identify the pathways in which they participate. The DEGs were mapped to 115 KEGG pathways, and the top 20 most common pathways were identified, among which, the most significant and highly enriched pathway was the NOD-like receptor signaling pathway (Figure 2B).

### Differential Gene Expression in the Gill After *V. harveyi* Infection

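The gill libraries came from 4 control fish and 4 infected fish sampled on the same day as the spleens, and the authors deposited their FPKM in the same units. The paper states that 4 fish were selected in each group, but does not state whether equal numbers in the names of spleen and gill libraries mark the same fish. Reads on genes recovered from FPKM and gene length ranged from 18242293 to 19461439 in the control gills (median 18704728) and from 17696854 to 21164418 in the infected gills (median 18748191). Spread between replicates was lower in the gill than in the spleen, with a median standard deviation of 0.231 on the log2 scale. The gill was fitted on its own, with the same pseudocount, filter and test as the spleen.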

The four control gills (CG1–4) yielded 57,172,556; 58,742,866; 57,255,304; and 56,459,618 clean reads, with mapping rates of 88.04%, 88.13%, 88.65%, and 88.09%, respectively. The four *V. harveyi*–infected gills (VhG1–4) yielded 58,236,430; 63,555,364; 54,010,958; and 54,343,850 clean reads, with mapping rates of 88.34%, 88.58%, 88.69%, and 88.41%, respectively. 

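In the gill, limma tested 20427 genes and gave 25 with an adjusted *p*-value below 0.05, of which 13 were upregulated and 12 were downregulated in the infected fish. The absolute log2 fold change of 11 of them was above 1. Without adjustment, 3420 genes (16.7%) had a *p*-value below 0.05, with 1725 upregulated and 1695 downregulated. The 4 infected gills lay on one side of the 4 control gills for 2082 genes (10.2%). Chance gives 2.86% on average over groupings, from which a single grouping can again stray. Other splits of the gills into 4 and 4 gave 355 to 2091 genes with an unadjusted *p*-value below 0.05 in limma. Fitting all 16 libraries together gave 81 DEGs in the gill. Leaving out single libraries gave 3 DEGs without CG1, 0 without CG2, 1 without CG3, 16 without CG4, 14 without VhG1, 15 without VhG2, 0 without VhG3 and 5 without VhG4. With CG2 or VhG3 left out, 3306 and 2840 genes still had an unadjusted *p*-value below 0.05 in limma. Among the DEGs whose groups did not overlap, the largest rise was again that of ENSTRUG00000014273. Its FPKM was 37.0 ± 10.8 (SD, n = 4) in the infected gills, from 1060 reads, and 0.928 ± 1.35 (SD, n = 4) in the controls, from 27 reads. Its log2 fold change was 5.09 (standard error 0.55, adjusted *p* = 0.0288, limma with Benjamini and Hochberg adjustment), with adjusted *p*-values from 0.00119 to 0.0608 over the other settings. Its adjusted *p*-value was 0.000836 without CG4, and 0.0744 without CG1, 0.0537 without CG2, 0.0724 without CG3, 0.0574 without VhG1, 0.0555 without VhG2, 0.0620 without VhG3 and 0.0988 without VhG4. The largest fall among the same DEGs was that of a locus without an Ensembl identifier. This locus lies on the minus strand of scaffold 2507 from 11083 to 12065. Its FPKM was 0.798 ± 0.368 (SD, n = 4) in the infected gills and 11.0 ± 5.63 (SD, n = 4) in the controls. Its log2 fold change was -3.04 (standard error 0.39, adjusted *p* = 0.0341 in limma), and its adjusted *p*-value ranged from 0.0264 to 0.0933 over the other settings. For this locus it was 0.0309 without CG1, and 0.0601 without CG2, 0.0767 without CG3, 0.0938 without CG4, 0.0700 without VhG1, 0.0577 without VhG2, 0.103 without VhG3 and 0.112 without VhG4. The same locus did not change detectably in the spleen, where its log2 fold change was -0.68 (standard error 0.50, adjusted *p* = 0.477 in limma). A test of the difference between the tissues did not separate them (adjusted *p* = 0.305 in limma). Apart from 5.04 in CS1, its FPKM was at most 0.965 in the control spleens, so a fall could hardly be seen there. Without CS1 its log2 fold change in the spleen was -0.143. The locus with the largest fall in the spleen was also lower in all infected gills than in all control gills. Its log2 fold change there was -1.01 (adjusted *p* = 0.0952 in limma).

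**Figure D2:**
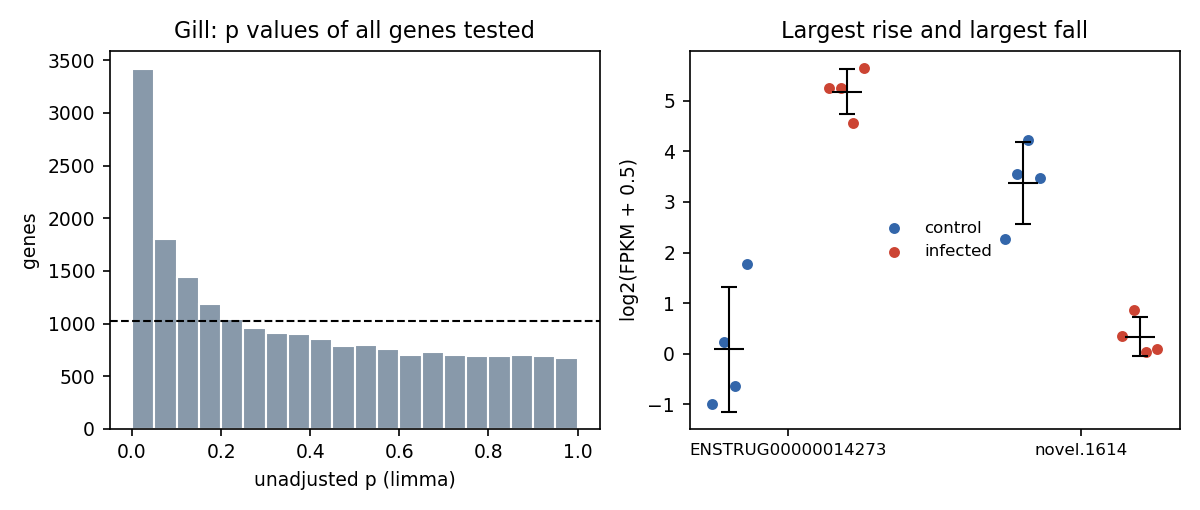
Left, the number of the 20427 genes tested in the gill in each interval of the unadjusted limma p-value. The dashed line is the number per interval expected on average without any difference, and a single grouping of libraries can stray from it. Right, log2(FPKM + 0.5) of the genes with the largest rise and the largest fall among the DEGs whose groups did not overlap. Each control and infected gill is shown, with the mean and SD of 4 fish.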

The RNA-sequencing results yielded 1,213 DEGs, including 602 upregulated and 611 downregulated genes (*p* < 0.05, fold difference >1) in the gills after *V. harveyi* treatment relative to the controls (Figure 3A). These 1,213 genes were hierarchically clustered to produce a volcano plot (Figure 3B).

**Figure 3:**
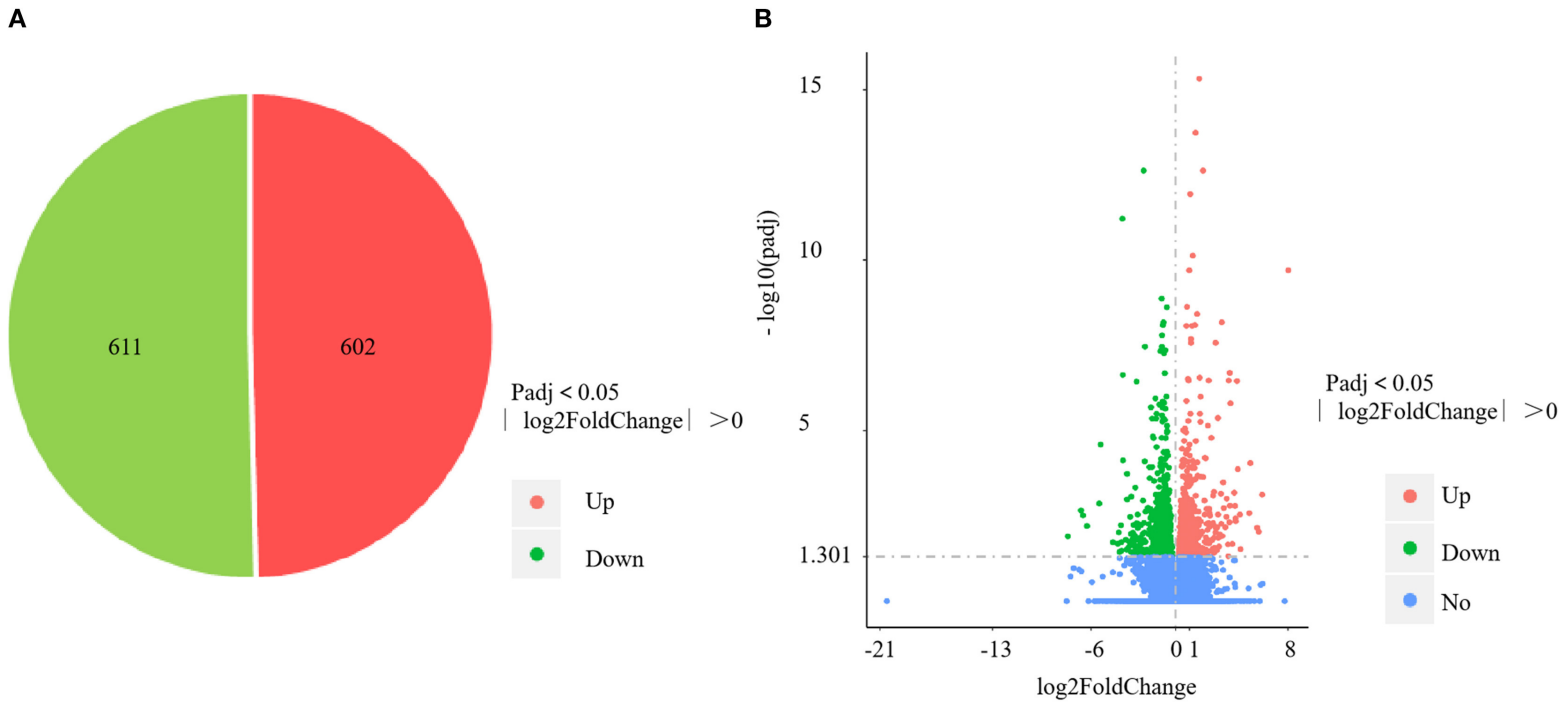
DEGs identified in the gill infected by *V. harveyi*. The number of DEGs in gill is shown in **(A)**, and the volcano plot of DEGs in gill is shown in **(B)**.

*V. harveyi* significantly altered the GO analysis results for the gills, yielding 1,743 GO terms, including 1,235 BP terms (70.85%), 159 CC terms (9.12%), and 349 MF terms (20.03%). In the GO term for BP, much more attention was paid to “immune response” (GO:0006955), “immune system process” (GO:0002376), “regulation of immune system process” (GO:0002682), “regulation of immune response” (GO:0050776), and “positive regulation of immune system process” (GO:0002684). The most enriched CC term was “integrin complex” (GO:0008305); the most enriched MF term was “extracellular matrix structural constituent” (GO:0005201; Figure 4A).

**Figure 4:**
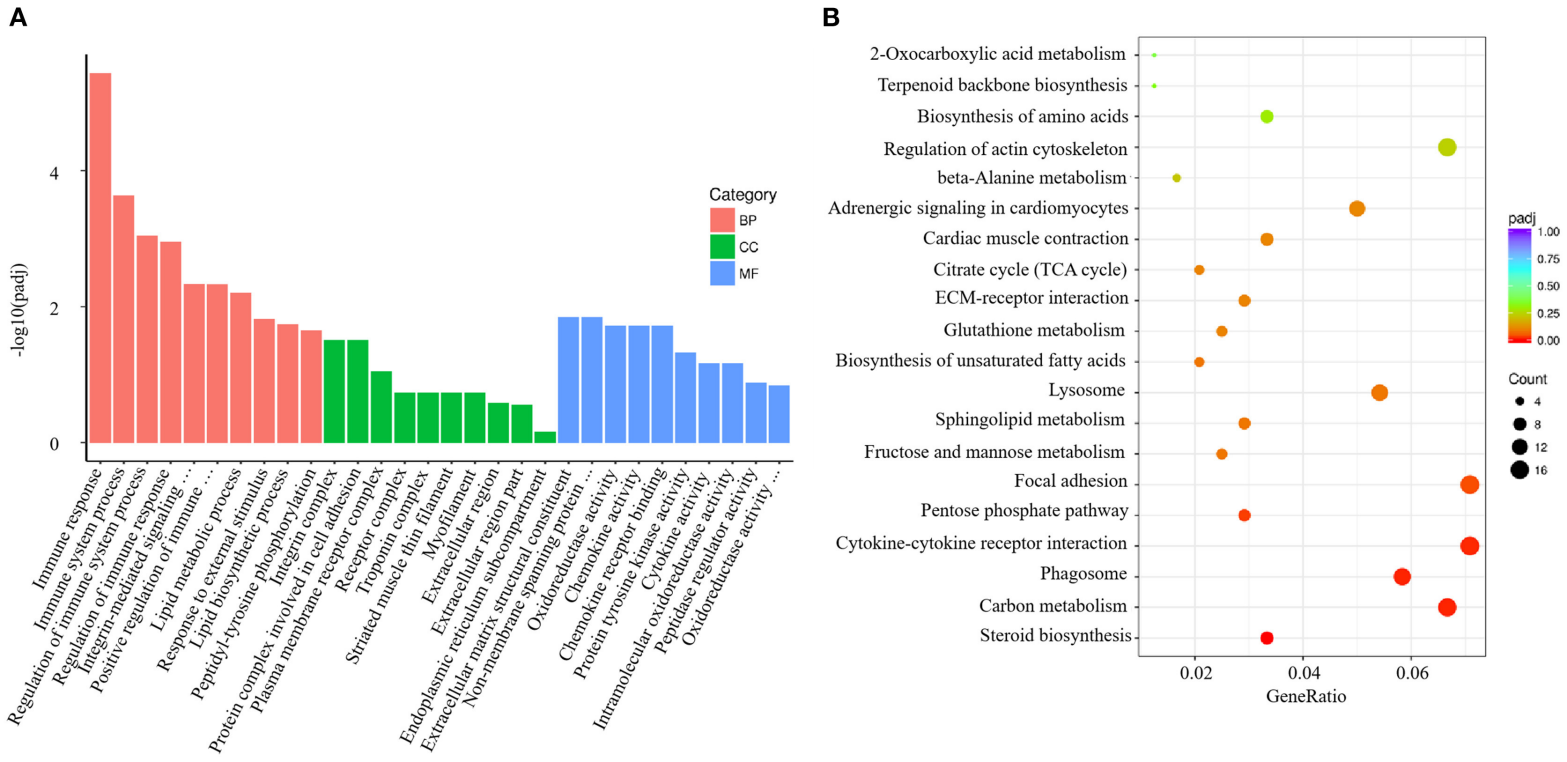
Enrichment GO and KEGG annotation in the gill infected by *V. harveyi*. Top GO categories in the gill are shown in **(A)**. KEGG category of DEGs in the gill infected by *V. harveyi* is shown in **(B)**.

In the gills, the DEGs were mapped to 116 KEGG pathways, and the top 20 representative enriched KEGG pathways were identified. Cytokine–cytokine receptor interaction, which is related to immune response, was highly enriched (Figure 4B).

### Combined RNA-Sequencing Analysis of the Spleen and Gill

To investigate the effects of *V. harveyi* infection in both the spleen and gill, we constructed a Venn diagram to find the common genes from significant DEGs in the spleen and gill (with *p* < 0.05, fold change > 1). We found 288 overlapping genes in these organs (Figure 5A), which were then assigned to 619 GO terms: 413 BP terms (66.72%), 66 CC terms (10.66%), and 140 MF terms (22.62%). 

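Of the 18665 genes tested in both tissues, 20 were DEGs in the spleen and 24 were DEGs in the gill at an adjusted *p*-value below 0.05 in limma. They had 1 gene in common, ENSTRUG00000014273, which rose in both tissues, where 0.0257 shared genes are expected by chance (one-sided Fisher's exact test, *p* = 0.0254, which takes the tissues as independent). Under the fit of all 16 libraries, 17 genes were shared, and each changed in the same direction in both tissues. The shared gene was no longer past the threshold in both tissues with a pseudocount of 0.1, without a trend in the spread, or with limma voom on the recovered reads, which each gave 0 shared genes and 1092, 976 and 1032 genes at an unadjusted *p*-value below 0.05 in both tissues. The number shared was also 0 without CS2, CS3, VhS1, VhS4 or any gill library except CG4, with 815 to 1177 genes at an unadjusted *p*-value below 0.05 in both tissues, and it was 2 without VhS3. With thresholds chosen after seeing the data, 32 genes were shared at an adjusted *p*-value below 0.1, and 1087 had an unadjusted *p*-value below 0.05 in both tissues. For the last set, 615.4 genes are expected if the tissues changed independently. Of these 1087 genes, 432 were upregulated in both tissues and 591 were downregulated in both, so that 94.1% changed in the same direction. Independence is not the state without an infection effect, because same-numbered control spleens and gills deviated from their group means together, with correlations across genes of 0.177 to 0.512. When the same library numbers were split in other ways in both tissues, 12 to 274 genes had an unadjusted *p*-value below 0.05 in both, 39.3% to 100% of them in the same direction, and 1 of these splits gave 2 shared genes. Equal numbers fitted the infected libraries poorly, so each spleen was also paired with a gill of its treatment by the highest mean correlation, a choice made after seeing the data. The other splits of these pairs gave 20 to 475 genes, 72% to 100% of them in the same direction.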

For the BP terms, “immune system process” (GO:0002376), “immune response” (GO:0006955), and “immune effector process” (GO:0002252) were highly enriched. “Integral component of plasma membrane” (GO:0005887) was the most significantly enriched CC term, and “transferase activity, transferring glycosyl groups” (GO:0016757) was the most significantly enriched MF term (Figure 5B). Overlapping DEGs were mapped to 29 KEGG pathways. In the top 20 representative enriched KEGG pathways, much more attention was paid to the C-type lectin receptor signaling pathway and the Cellular senescence which were related to immune response (Figure 5C). These findings indicate that *V. harveyi* infection could lead to abnormal gene expression and trigger immune responses in both the spleen and gill.

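Across the 18665 genes tested in both tissues, the log2 fold changes of the spleen and the gill had a Pearson correlation of 0.45 and a Spearman correlation of 0.42. These are correlations across genes, which are not independent replicates, and other splits of the libraries gave Pearson correlations from 0.00915 to 0.417 with equal numbers taken as pairs, and from 0.206 to 0.461 with spleens and gills paired by correlation. When the infection was tested for a different effect in the spleen and in the gill with limma over all 16 libraries, 0 genes had an adjusted *p*-value below 0.05 and 1885 had an unadjusted *p*-value below 0.05. This fit took the 16 libraries as independent. With same-numbered spleen and gill libraries of a treatment taken as 1 fish, 0 and 2140 genes passed these thresholds, and with the pairs by correlation 1 and 2433. Leaving out VhS3 raised the number with an adjusted *p*-value below 0.05 to 68. It was 6 without CS1, 5 without CS4, 4 without VhS1 and 2 without VhG2. From the DEGs of the 2 tissues, their overlap and the terms and pathways enriched among them, the paper proposes that the infection alters gene expression and triggers immune responses in both organs. The enriched terms and pathways themselves were not analysed here.

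**Figure D3:**
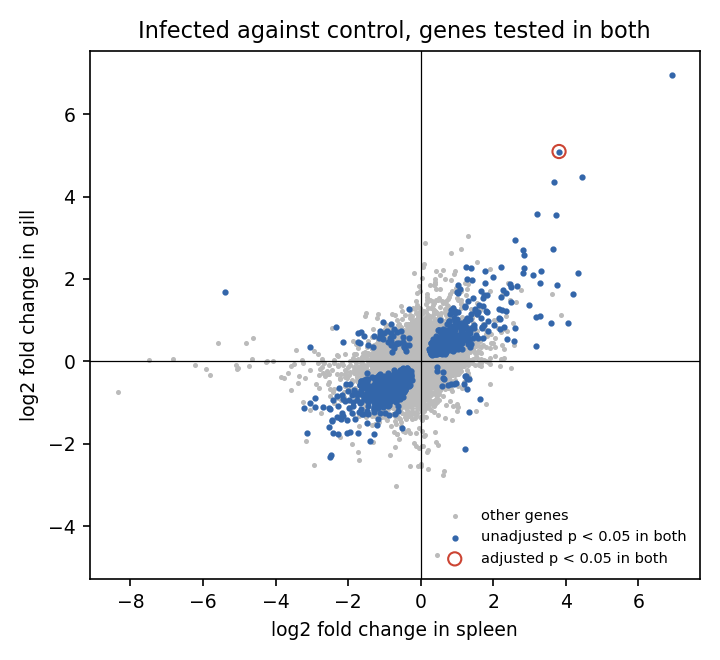
Log2 fold change of infected against control fish in the spleen (horizontal axis) and in the gill (vertical axis) for the 18665 genes tested in both, each point a gene. Blue points are the 1087 genes with an unadjusted p-value below 0.05 in both tissues, and the red circle is the 1 gene with an adjusted p-value below 0.05 in both.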

**Figure 5:**
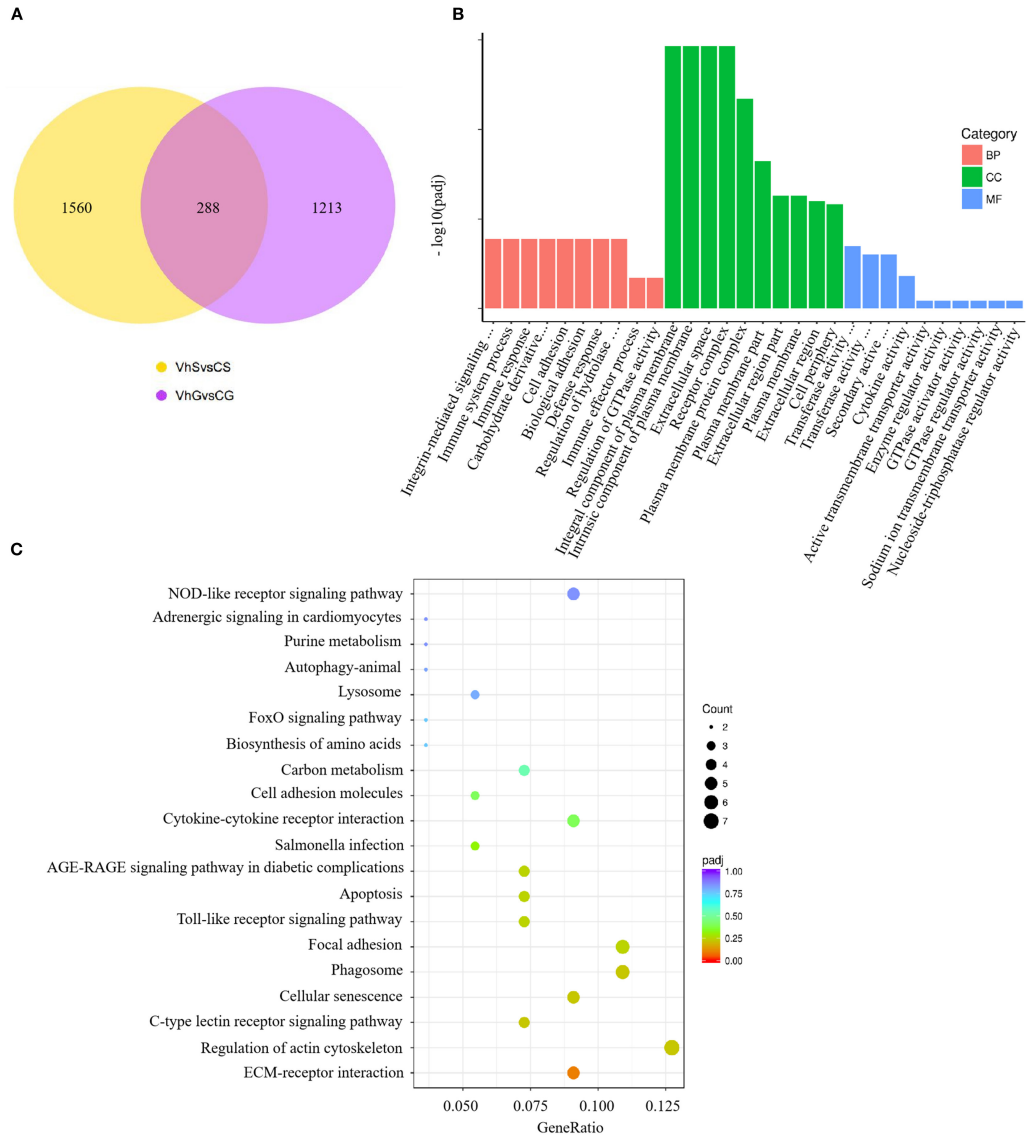
Combined RNA-sequencing analysis of the spleen and gill. The overlapping DEGs in spleen and gill are shown in **(A)**. Top GO categories of overlapping DEGs are shown in **(B)**. The KEGG analysis of overlapping DEGs is shown in **(C)**.

To better understand the mechanisms of action of *V. harveyi*–induced disease in *T. rubripes*, we analyzed 23 immune-related DEGs from our transcriptomic dataset of the spleen and gill. Ten of these 23 DEGs were found in both the spleen and gill (Table 1).

**Table 1:** Partial differentially expressed immune-related genes in *T. rubripes* after *V. harveyi* infection.

	**Gene catalog**	**Organ**	**Fold change**
Interleukin	Interleukin-1b	Spleen	4.05
	interleukin-2	Spleen	−2.43
	interleukin-6	Spleen/gill	2.44/5.16
	Interleukin-8	Spleen/gill	2.37/6.39
	Interleukin-16	Gill	−1.33
	interleukin-21	Gill	−1.93
Complement component	complement component 7a	Spleen/gill	−1.97/−1.96
	complement component 7b	Spleen/gill	34.82/258.31
	complement component 6	Gill	3.38
Toll-like receptor	toll-like receptor 5	Spleen	−3.83
	toll-like receptor 7	Spleen/gill	−1.97/−1.43
	toll-like receptor 2	Gill	−1.66
Interferon regulatory factor	interferon regulatory factor 7	Spleen	−2.09
	interferon regulatory factor 1b	Spleen/gill	−1.59/−1.53
	interferon regulatory factor 8	Gill	−1.37
Other genes related to immune response	NK-lysin tandem duplicate 4	Spleen/gill	−2.79/−1.94
	carnitine palmitoyltransferase 1B (muscle)	Spleen	2.09
	isocitrate dehydrogenase 1	Gill	1.35
	coagulation factor II (thrombin) receptor	Spleen/gill	2.09
	transcription factor 7	Spleen/gill	−1.68
	tryptophan hydroxylase 1	Gill	3.25
	wingless-type MMTV integration site family, member 4a	Gill	−2.10
	SATB homeobox 1b	Spleen/gill	−2.32

### DEG Validation *via* RT-qPCR

Constitutive changes in the DEGs identified *via* RNA-sequencing were consistent with the RT-qPCR results from the spleen and gill samples. The RNA-sequencing data for the spleen showed that *V. harveyi* infection significantly upregulated the expressions of *IL-1b* (by 4.05-fold) and *nppc* (by 10.46-fold) compared with those of the controls. The expression changes of *IL-1b* (by 2.68-fold) and *nppc* (by 1.81-fold) were confirmed *via* RT-qPCR (Figure 6A). The significantly downregulated genes, *cd74* (by 1.48-fold) and *IL-2* (by 2.43-fold), were also validated *via* RT-qPCR (downregulated by 3.42- and 3.12-fold, respectively; Figure 6A). The RNA-sequencing data for the gill showed that *V. harveyi* infection significantly upregulated the expressions of *scpp3b* (by 14.54-fold) and *IL-8* (by 6.39-fold) compared with those of the controls. The expression changes in *scpp3b* (by 3.91-fold) and *IL-8* (by 1.89-fold) were confirmed *via* RT-qPCR (Figure 6B). The significantly downregulated genes, *IL-21* (by 1.93-fold) and *b3gat1* (by 5.02-fold), were also validated *via* RT-qPCR (downregulated by 1.68- and 3.60-fold, respectively; Figure 6B).

**Figure 6:**
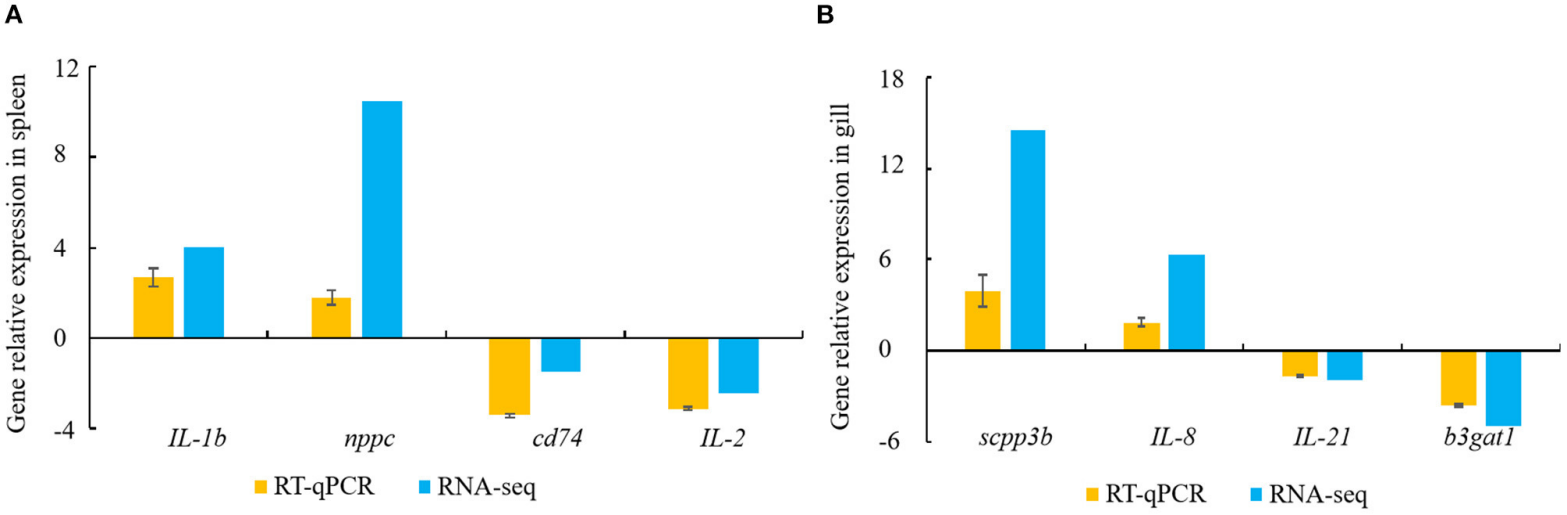
DEGs validated by RT-qPCR. **(A)** spleen; **(B)** gill. Gene expression analysis from RNA-sequencing results and RT-qPCR validation results (*n* = 4).

## Discussion

*T. rubripes* is becoming a very important economic aquacultural species. Large-scale breeding of *T. rubripes* can easily result in disease outbreaks, which would thus reduce the food quality and economic benefits. Therefore, researchers should determine the molecular mechanisms of disease resistance in *T. rubripes*. Here, we performed RNA-sequencing analysis of *T. rubripes* spleen and gill responding to *V. harveyi* infection. Peng et al. (30) demonstrated that *V. harveyi* can alter the splenic transcriptome of *T. rubripes*; however, the effect of *V. harveyi* on the *T. rubripes* gill transcriptome remains unknown. Our study is the first to report the changes in the *T. rubripes* gill transcriptome after *V. harveyi* infection. The results of this study enrich our knowledge of the *T. rubripes* transcriptome.

Several studies have identified immune-related genes in *T. rubripes* spleen and gill (6, 37). However, few studies have reported combined analysis of immune-related DEGs in *T. rubripes* spleen and gill after *V. harveyi* infection. Our analysis yielded 1,560 and 1,213 DEGs in the spleen and gill, respectively. We performed functional enrichment analysis to further study the role of DEGs in immune-related disorders. GO and KEGG pathway analyses showed that many immune-related terms and pathways were highly enriched in the spleen and gill (Figures 2, 4, 5). To determine the common GO terms, KEGG pathways and target DEGs in the spleen and gill after *V. harveyi* infection, we conducted the first reported combined analysis of the transcriptomic changes in the spleen and gill. In the common GO category, three immune-related BP terms were highly enriched: immune system process, immune response, and immune effector process (Figure 5B). Two immune-related pathways were significantly enriched among the common KEGG annotations.

The GO and KEGG analyses revealed several important immune-related genes in the transcriptome, including genes for interleukin (IL), complement components, toll-like receptors (TLRs), interferon regulatory factors (IRFs), and others (Table 1). *IL-6, IL-8, c7a, c7b, tlr7, irf1b, NK-lysin tandem duplicate 4, coagulation factor II (thrombin) receptor, transcription factor 7*, and *SATB homeobox 1b* were differentially expressed in both the spleen and gill. Of these, *IL-6, IL-8, c7a, c7b, tlr7*, and *irf1b* caught our attention.

IL is an important cytokine involved in inflammatory and immune responses. *IL-6* is among the most important multifunctional cytokines owing to its essential roles in both innate and adaptive immune responses, and in defending against pathogenic microbial invasion (38, 39). *IL-8* plays a key role in the inflammatory responses toward bacterial infections in some fish [e.g., *Cynoglossus semilaevis* (40), *Ictalurus punctatus* (41), and *Siniperca chuatsi* (42)]. RNA-sequencing analysis results suggested that the *IL-6* and *IL-8* expression levels were highly upregulated after *V. harveyi* infection in both the spleen and gill, indicating that *IL-6* and *IL-8* are involved in anti-*V. harveyi* defenses. The complement system, activated by bacteria, is part of the innate immune system and can be recruited and activated by the adaptive immune system (26, 43). Complement component 7 (c7) plays a significant role in assembling the cytolytically active membrane attack complex within target cell membranes and performs its main function in host defenses against pathogens and promoting inflammation (44, 45). Although the complement system has been studied extensively in mammals, considerably less is known about complement in teleost fish (45–47). In addition, the functions of *c7a* and *c7b* (*c7* subtypes) in teleosts remain unclear, particularly in *T. rubripes* (48–50). Our data revealed that *c7a* was significantly downregulated, and *c7b* was significantly upregulated in both the spleen and gill. *c7a* and *c7b* were differentially expressed suggesting that the complement system might play an important role in response to *V. harveyi* infection. Why these two complement components were differentially altered remains uncertain. However, our findings may help reveal the molecular function of *c7*. TLRs are a group of pattern-recognition receptors in the innate immune system (51). Here, we identified DEGs mapped to the TLR signaling pathway, including *tlr7* in both the spleen and gill. *tlr7*, a member of the TLR family, plays an essential role in fish antibacterial immunity (52). Here, *tlr7* was significantly downregulated in both the spleen and gill, implying that innate immune genes could be altered at 7 days after *V. harveyi* infection. IRFs mediate host responses against pathogen infection and other important biological processes. Zhan et al. (53) showed that *irf1* plays an important role in defending blunt snout bream against *Aeromonas hydrophila* infection. Here, *irf1b* expression was downregulated after *V. harveyi* challenge in the spleen and gill, indicating that *irf1b* is involved in *V. harveyi–*induced immune regulation.

In this study, we performed the first reported combined RNA-sequencing analysis of the spleen and gill in *T. rubripes* infected with *V. harveyi* and screened many immune-related DEGs, GO terms, and KEGG pathways. Several immune-related genes were altered in both the spleen and gill and might play important roles in the immune response of *T. rubripes* to *V. harveyi* infection. Our results provide an important basis for further studies on the mechanisms of action of *V. harveyi*–induced aquacultural fish disease and enable better understanding this severe disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE155911.

## Ethics Statement

The animal study was reviewed and approved by all procedures of fish used during this study were approved by the Animal Care and Use Committee of Key Laboratory of Mariculture and Stock Enhancement in North China's Sea at Dalian Ocean University.

## Author Contributions

DG, WL, and SY conceived the whole project. CW and PN carried out the animal preparation and participated in the bioinformatics analysis. XC and XH participated in the RNA extraction, reverse transcription, and real-time quantitative PCR. DG and WL wrote the article and all authors participated in the discussion. All authors approved the final article.

## Funding

This work was funded by the National Natural Science Foundation of China (Grant Nos. 42006126 and 41806187), the Doctoral Start-up Foundations of both Liaoning Province (20180540023), Dalian Ocean University (HDYJ201809), and the Major Special Project of Science and Technology of Liaoning Province (2020JH1/10200002).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: RNA-Sequencing Analysis of the Spleen and Gill of Takifugu rubripes in Response to Vibrio harveyi Infection
**Source:** Front Vet Sci. 2022 Jan 31;8:813988. doi: 10.3389/fvets.2021.813988
**Supplement:** Supplementary file 1

RNA-sequencing analysis of the spleen and gill of *Takifugu rubripes* in response to *Vibrio harveyi* infection

Supplementary Data

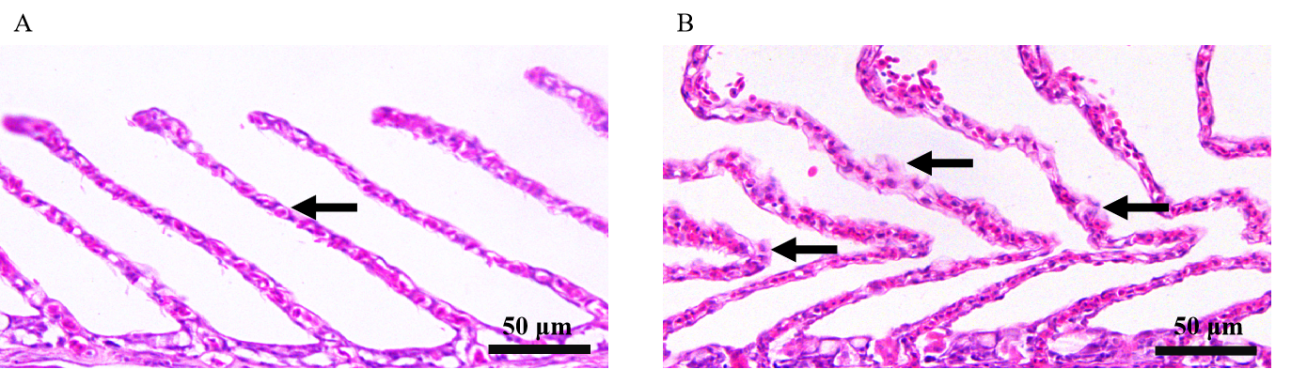

**Supplementary Figure 1.** Pathological changes of the gill of *Takifugu rubripes* in the control group (A) and the treatment group (B). The gill filaments in the control group were intac. The gill filaments in the treatment group were [necrotic](D:/%E5%BA%94%E7%94%A8%E8%BD%AF%E4%BB%B6/%E6%9C%89%E9%81%93/Dict/8.10.3.0/resultui/html/index.html" \l "/javascript:;), that is, the gill lamellae respiratory epithelial cells had swelled and fallen off. Gill lamellae respiratory epithelial cells are indicated by the arrows.

**Supplementary Table 1.** List of primers used for RT-qPCR

| Target gene | Primer sequence |
| --- | --- |
| *IL-1b* | F: 5’- GGGAGGCTCGGAATGTCG -3’  R: 5’- TGTTGAAGAGAAAGCGAACCAGT -3’ |
| *nppc* | F: 5’- TTTAGTAGCGTGTGGACTTATGATC -3’  R: 5’- CCGGGTGTCCATGCGTA -3’ |
| *cd74* | F: 5’- TGCCAAGACCAAATGCCAG -3’  R: 5’- CCATAAGAGGCTGCTTTCGG -3’ |
| *IL-2* | F: 5’- GCGAGGATGTGAAATGTGAACC -3’  R: 5’- GTCCAGAAAGTTGGTGAGAGGCT -3’ |
| *scpp3b* | F: 5’- AGGTACTCATCAACCAGCTGCTC -3’  R: 5’- AGCAGGGATGGTGGTGGTC -3’ |
| *IL-8* | F: 5’- CACATCTCTCGTGGTGCTCC -3’  R: 5’- GGAGCTTTAGGATCCAGGCA -3’ |
| *IL-21* | F: 5’- GACAAAGTGAAGCAGCAGAGGA -3’  R: 5’- AGGCTGAAGATCTCTTTGAAATTTT -3’ |
| *b3gat1* | F: 5’- GCAACTCTTCTGTCTTCCCTACTGA -3’  R: 5’- TTGACCTTGGGGGACTCGTA -3’ |
| *β-actin*1 | F: 5’- ATCCGTAAGGACCTGTATGC-3’  R: 5’- AGTATTTACGCTCAGGTGGG -3’ |

References

1. Peng HY, Yang BX, Li BY, Cai ZL, Cui QJ, Chen MK, et al. Comparative transcriptomic analysis reveals the gene expression profiles in the liver and spleen of Japanese pufferfish (*Takifugu rubripes*) in response to *Vibrio harveyi* infection. Fish Shellfish Immunol. (2019) 90:308-16. doi: 10.1016/j.fsi.2019.04.304

How the deposited data were processed for this re-analysis (not part of the article)

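Spleen and gill RNA of 4 control fish and 4 fish infected with *V. harveyi* gave 16 libraries, 4 in each of 4 groups. The authors aligned paired-end clean reads to the Ensembl genome of *T. rubripes* with Hisat2, counted reads per gene with FeatureCounts, and deposited FPKM values computed from those counts and the gene lengths. The authors tested each tissue with DESeq2. The authors took the genome and the gene models from the Ensembl release that the paper's methods name. The paper's text does not name the assembly version, or say whether the counting used strand or reads with several alignments, so values of overlapping genes and of near-identical gene copies are uncertain. How the loci without Ensembl identifiers were predicted is not stated in the text either.

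Whole reads were recovered by dividing FPKM times gene length by the size of 1 read in each library. Every one of the 335703 values above 0 came out whole within 0.001. The read totals obtained, between 17696854 and 22888294 per library, are the depth given in the text. The totals that the authors' FPKM imply were 0.757 to 1.14 times these reads. They were proportional to median-of-ratios factors computed over the 17407 genes above 0 in all 16 libraries. Replicates were compared for duplicate libraries by chi-square on their reads, which averaged between 28.2 and 437 per gene, so no library was a copy of another in its group. That each library of a tissue is a separate fish rests on the paper's statement that 4 fish were selected in each group.

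Because the deposited values are FPKM, the main test was limma (version 3.58.1 in R 4.3.3) on log2(FPKM + 0.5), with eBayes and a trend in the spread, for genes with an FPKM of 0.1 or more in at least 4 of the 8 libraries of a tissue. *P*-values were adjusted by the Benjamini and Hochberg approach with a threshold of 0.05. Each tissue was fitted alone. A negative binomial count test was not run on these values. The difference between the tissues was tested as an interaction over the 16 libraries, and shared genes with a one-sided Fisher's exact test. Single genes were also tested with an exact two-sided permutation test over 70 splits. The tests were checked on simulated reads with about 200 genes changed by known folds. Genes with the fewest reads were not among those changed, and genes varied independently, with no deviation shared by the genes of a library. In the simulated spleen, limma recovered 61.8% of 199 changed genes among 19464 tested, and 11 of its 134 calls were unchanged genes. In the simulated gill it recovered 80% of 200 among 20436, and 14 of its 174 calls were unchanged genes. limma's estimate of the share of changed genes in the real data was far higher, at 30.0% in the spleen and 24.0% in the gill. The recovered shares are therefore not the sensitivity on the real data.

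The alternatives were a pseudocount of 0.1 or 1, no filter or a minimum FPKM of 1, median-of-ratios scaling within a tissue, quantile normalization, 1 fit of all 16 libraries, no trend in the spread, a robust spread, the replicate number as a block, limma voom on the recovered reads, other thresholds, and leaving out each library in turn. All of these were set before the data were examined. Tests on the genes with Ensembl identifiers alone, limma voom with quality weights, settings of the pseudocount and the filter together, looser thresholds for shared genes, and a block of spleen and gill libraries paired by correlation were chosen after seeing the data.

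The genes to be named, by a rule set before the data were examined, were those of Table 1 and of the RT-qPCR, whose fold changes had been seen in the paper, and in each tissue the 5 DEGs with the largest rises and the 5 with the largest falls that carry a gene symbol, have a mean FPKM of at least 1 in the higher group and separate all infected from all control libraries. The rule also covered the 5 largest differences between the tissues past the threshold, of which there were 0, and up to 5 members of each gene set. Of the 27434 genes in the table of names used here, 0 matched an identifier of the deposited table, and the files do not pair identifiers with names. No gene therefore met the rule as it was set. The condition on symbols was dropped and the number reduced from 5 to 1 after the data were seen, so that only the largest rise and the largest fall in each tissue are given, by identifier or position. The Table 1 genes, the RT-qPCR genes and the gene set tests that depend on names were not analysed here. Scripts used Python 3.11.15.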

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

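The tests of the control spleen that lies apart were chosen only after the values were seen. Among 52 groups of 4 values (10 library measures and the FPKM of the named genes), 6 held a library far from the other 3 by Dixon's criterion, where about 2.6 are expected by chance.

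Control spleen CS2 accounted for 3 of these. The share of its mapped read pairs, from the paper's clean reads and mapping rates, that were counted on genes was 80.27%, against at most 73.3% in the other control spleens. A single gene took 7.69% of its reads, against at most 1.00% in the others, and the library total behind its FPKM values was 0.757 times its reads, against at least 1.02. Its 100 most abundant genes took 43.1% of its reads. On the first principal component of the 8 spleens it lay at -91.1, with the other control spleens between -34.3 and -5.34. In CS2, 167 genes were at least 10 times above the median of the other 7 spleens and held 26.95% of its reads. They held 0.308% in CS1, 0.0557% in CS3, 0.701% in CS4 and at most 0.0342% in the infected spleens. The share was higher in each of these other control spleens than in any infected spleen. In an exact permutation test of this difference *p* was 0.0286, the smallest value that 3 against 4 allow. A lower share in the infected spleens therefore does not rest on CS2 alone. Gill tissue mixed into the spleen library is argued against, since the raised genes were a median of 14.7 times higher in CS2 than in the mean control gill, and 91.6% of them exceeded it. The 100 genes with the most reads as the whole cause are argued against as well. Without these 100 most abundant genes CS2 remained at the end of the first principal component, with a gap to the nearest spleen of 0.26 of the range, compared with 0.348 with all genes. Without the 167 raised genes the gap was 0.0491, which decides nothing, because choosing genes by their level in CS2 shrinks the gap by itself. Another tissue or cell type in the piece of spleen is a candidate explanation. The raised genes varied together across the other 7 spleens, with a mean pairwise correlation of 0.225 after the group means were taken out (0.325 before, a change made after the first value was seen), above the highest value of 0.110 in 1000 random lists matched on mean level. A state of that fish that raises the same genes stays open and was not tested, and no tissue can be named without gene names. A mislabelled sample was not tested. Without CS2, limma gave 3 DEGs in the spleen in place of 21.

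The remaining 3 were single values. The share of reads on mitochondrial genes was 0.4784% in control gill CG4, against at most 0.346% in the other control gills and 0.424% to 0.543% in the infected gills. The share of reads on loci without Ensembl identifiers was 8.002% in infected spleen VhS2, against at least 8.33% in the other infected spleens and 6.46% to 9.21% in the control spleens, so both values lie within the range of the other treatment. The locus with the largest fall in the gill had an FPKM of 5.044 in control spleen CS1, against at most 0.965 in the other control spleens, on which no DEG call rests. No explanation was tested for these 3, and their number is close to that expected by chance.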

How the results depend on the processing

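The tests on genes with Ensembl identifiers alone, and the thresholds for shared genes other than an adjusted *p*-value below 0.05, the count of shared genes with the same numbers split in both tissues, the splits and the block with libraries paired by correlation, voom with quality weights, and settings of the pseudocount and the filter together, were chosen only after the results were seen.

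The number of DEGs depended on the processing. Each of the 21 spleen and 25 gill DEGs kept the sign of its log2 fold change under every alternative in which it was tested. Many alternatives could not change it. The filter, the spread settings, the block and the fit of all 16 libraries leave the fold change as it is. Leaving out a library cannot reverse a gene whose groups do not overlap. No other grouping of the libraries reached the number of DEGs in either tissue. Of the 35 ways to split the 8 libraries of a tissue into 4 and 4, only the real split (1) gave as many DEGs, in the spleen and in the gill, and the other splits gave at most 3 and 5. A share of 1 in 35 is the smallest this test can give, so it leaves some room for chance. The paper exposed fish by tank and does not state the tank of each sequenced fish, so an effect of tanks was not separated.

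In the spleen, limma gave 42 DEGs with a pseudocount of 0.1, 11 without a filter, 66 with a minimum FPKM of 1 (all 21 among them), 304 at an adjusted *p*-value below 0.1 and 3802 at an unadjusted *p*-value below 0.05. A pseudocount of 1, a minimum log2 fold change of 1, the other spread settings, median-of-ratios and quantile scaling, limma voom and the genes with Ensembl identifiers alone gave between 14 and 25, as did a pseudocount of 0.1 without a filter. A pseudocount of 0.1 or 1 with a minimum FPKM of 1 gave 46 and 57, a pseudocount of 1 without a filter gave 11, and voom with quality weights gave 65. In the gill it gave 41 with a minimum FPKM of 1, 51 after quantile normalization, 3 without a trend in the spread, 52 among the genes with Ensembl identifiers alone, 11 with an absolute log2 fold change above 1, 287 at an adjusted *p*-value below 0.1 and 3420 at an unadjusted *p*-value below 0.05. limma voom gave 36, voom with quality weights 85, and a pseudocount of 0.1 or 1 with a minimum FPKM of 1 gave 41 and 42. The balance of directions moved as well, both ways. Among the settings with at least 10 DEGs, it lay between 14 upregulated with 42 downregulated without CS1 and 16 with 5 without CS4 in the spleen, and between 19 with 32 after quantile normalization and 14 with 2 without CG4 in the gill. The causes were not tested.

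Fitting all 16 libraries together gave 1786 DEGs in the spleen, with the 21 among them, and 81 in the gill, with 13 of the 25 among them. This fit gives both tissues 1 estimate of the spread, while the median standard deviation between replicates was 0.317 in the spleen and 0.231 in the gill. Only the real split (1 of 35) gave as many in either tissue, but another split of the spleen gave 723, and the highest in the gill was 6.

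Single libraries moved the spleen count between 2 and 429, with 56 DEGs without CS1, 3 without CS2, 4 without CS3, 2 without VhS1, 3 without VhS2, 429 without VhS3 and 2 without VhS4. The gill count lay between 0 and 16, with 3 without CG1, 0 without CG2, 1 without CG3, 16 without CG4, 14 without VhG1, 15 without VhG2, 0 without VhG3 and 5 without VhG4. Unadjusted *p*-values below 0.05 numbered 3306 without CG2 and 2840 without VhG3. Leaving out a library also leaves fewer samples, and limma called 61.8% and 80% of the changed genes in the simulated spleen and gill with all 8. These rates hold for the simulation only.

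The number of shared DEGs was 0 with a pseudocount of 0.1, without a trend in the spread or with limma voom (1092, 976 and 1032 genes unadjusted) or with a pseudocount of 0.1 and no filter (1118), 2 with voom with quality weights or with a pseudocount of 0.1 and a minimum FPKM of 1, 17 with all 16 libraries in 1 fit, and 32 and 1087 at an adjusted *p*-value below 0.1 and an unadjusted *p*-value below 0.05 in both tissues. Without single libraries it lay between 0 and 2. It was 0 without CS2, CS3, VhS1, VhS4 or any gill library except CG4 (815 to 1177 unadjusted), and 2 without VhS3. Of 100 drawn pairs of splits, made independently in the tissues, 2 gave at least 1 shared gene, the real pair included. When the same library numbers were split in both tissues, which keeps deviations shared by a spleen and a gill of 1 number, 2 of 35 splits did, and the other one gave 2 shared genes. With spleen and gill libraries paired by correlation within a treatment, it was again 2 of 35. Chance therefore cannot be excluded for the number of shared genes. The groups of the shared gene itself did not overlap in either tissue. Genes with a different effect in the 2 tissues numbered 0 in limma (1885 unadjusted), 1 with a pseudocount of 1 and between 0 and 68 without single libraries, the highest without VhS3, then 6 without CS1, 5 without CS4, 4 without VhS1 and 2 without VhG2. A count of 0 is reached by all 100 drawn pairs of splits whatever the data, so the splits decide nothing there.

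The correlation of the spleen and gill log2 fold changes was 0.386 without a filter, 0.522 with a minimum FPKM of 1, 0.426 with limma voom, 0.427 among the genes with Ensembl identifiers alone, 0.406 with voom with quality weights, 0.358 and 0.394 without a filter and with a pseudocount of 0.1 or 1, and 0.527 and 0.519 with a minimum FPKM of 1 and these pseudocounts, and lay between 0.403 and 0.471 without single libraries. When the same library numbers were split in both tissues, only the real split (1 of 35) reached a correlation of 0.449, and the others lay between 0.00915 and 0.417. Equal numbers are a doubtful pairing for the infected libraries 1 to 3. With libraries paired by correlation, 2 of 35 splits reached it, the real one included, and the others lay between 0.206 and 0.461, so chance cannot be excluded for the correlation. This pairing was chosen for its high correlations, which raises those of the other splits as well.

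With the replicate number as a block, limma gave 0 DEGs in the spleen, 0 in the gill and 0 shared, with 3541, 3256 and 1004 genes at an unadjusted *p*-value below 0.05. Control and infected libraries of the same number share only a number, since the correlations of their deviations from the group means lay between -0.0677 and 0.0433 in the 2 tissues, so this block uses up samples without describing them. For a different effect in the 2 tissues, the block was the spleen and gill of 1 treatment. It gave 0 genes (2140 unadjusted) with same-numbered libraries and 1 gene (2433 unadjusted) with libraries paired by correlation. Where the shared gene or the named loci lost significance in an alternative, their direction stayed. This is no evidence of robustness for the spread settings, which leave the fold change as it is. Nor is it for leaving out a library, which cannot reverse genes chosen for groups that did not overlap.

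Depth limits the lowest genes. The filter of an FPKM of 0.1 corresponded to 2.56 reads on a gene of median length in the median library. The planned comparisons of the Table 1 genes, the RT-qPCR genes and the gene sets were not run, since identifiers and names were not paired.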

Differences from the paper's values

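Voom with quality weights, and the thresholds for shared genes of an adjusted *p*-value below 0.1 and an unadjusted *p*-value below 0.05 were chosen only after the results were seen.

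The paper reports 1560 DEGs in the spleen, against 21 here with limma. Of these, the paper reports 726 upregulated and 834 downregulated, against 11 and 10. Among the alternatives set before the data were examined, only the fit of all 16 libraries together came within 1.5 times the paper's values, with 1786 DEGs, 834 upregulated and 952 downregulated. The others in the spleen, including limma voom on the recovered reads with 20, did not, and neither did voom with quality weights, chosen after seeing the values, with 65. The fit of all 16 libraries gives the spleen a spread shared with the gill, which varied less. It also gave 723 DEGs for another split of the spleens, so its count is no reproduction of the paper's value.

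For the gill the paper reports 1213 DEGs, with 602 upregulated and 611 downregulated, against 25, 13 and 12 here. None of the alternatives set before the data were examined came within 1.5 times these values. The nearest counts were 287 at an adjusted *p*-value below 0.1 and 3420 at an unadjusted *p*-value below 0.05. Voom with quality weights, chosen after seeing the values, gave 85.

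The paper reports 288 DEGs shared by the tissues, against 1 here. None of the alternatives set before the data were examined came within 1.5 times this value, and the nearest was 17 with all 16 libraries in 1 fit. The thresholds chosen after seeing the data gave 32 and 1087. Which of the paper's shared genes these hold is not known here.

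The paper's test is a count test on reads, and the main values here are from limma on FPKM. Taking reads in place of FPKM did not close the gap, since limma voom on the recovered reads gave 20 DEGs in the spleen and 36 in the gill. A negative binomial count test was not run on the recovered reads. Why the counts differ therefore stays open, and the values here do not show that the paper's test would fail to repeat.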

Other observations

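The tests of pairing within the control fish and within the infected fish, of genes that are low in some libraries, and the splits with libraries paired by correlation, were chosen only after the correlations were seen.

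Unadjusted *p*-values below 0.05 were more frequent with the real groups than with any other split of the libraries into 4 and 4. There were 3802 such genes in the spleen, against 220 to 3108 in the other splits, and 3420 in the gill, against 355 to 2091. limma's estimate of the share of changed genes was 30.0% in the spleen and 24.0% in the gill, while 21 and 25 genes passed the adjusted threshold.

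The 1087 genes with an unadjusted *p*-value below 0.05 in both tissues compare with 12 to 274 when the same library numbers were split in another way in both tissues, and with 20 to 475 when the libraries were paired by correlation, since equal numbers are a doubtful pairing for the infected libraries 1 to 3. The share in the same direction, 94.1%, does not stand out. It was reached by 7 of 35 splits of the same numbers and by 18 of 35 splits of the libraries paired by correlation. The paper reports the shared DEGs but not the correlation of fold changes across all genes.

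Spleen and gill libraries of the same number were compared through the correlation, across genes, of their deviations from the group means. In the control fish every same-numbered pair had a positive correlation, of 0.403 for number 1, 0.177 for 2, 0.179 for 3 and 0.512 for 4. Of the 24 ways to pair the 4 control spleens with the 4 control gills, only this one (1) reached the mean of 0.318, which is consistent with the number marking 1 fish. In the infected fish the same-numbered correlations were 0.0325, -0.22, -0.112 and 0.309, and 12 of the 24 pairings had a mean as high. Over both treatments together, 27 of 576 pairings (under 5%) had a mean as high as the same-numbered one, to which the controls contribute most. That the number marks 1 fish is argued against for the infected libraries 1 to 3 but not for number 4, whose spleen had its highest correlation with the gill of the same number. Their highest correlations were 0.375 for spleen 1 with gill 2, 0.37 for spleen 2 with gill 3, 0.209 for spleen 3 with gill 1 and 0.309 for spleen 4 with gill 4, with a mean of 0.316, against 0.181 for the next pairing. A candidate explanation is that spleen and gill of 1 fish carry different numbers among the infected libraries 1 to 3. Genes that split the 4 libraries of a group into low and high by a gap of at least 3 on the log2 scale in both tissues bear on this, because such differences may come from variants of 1 fish. Of 39 such genes in the controls, 34 had the same libraries on the low side in both tissues in the same-numbered pairing, against at most 25 in any other. Of 31 in the infected fish, 14 did in the pairing above, 4 in the same-numbered pairing and at most 11 in any other. The margin in the infected fish is small, the pairing was found on the same libraries, and other factors that a spleen and a gill share, such as handling on 1 day, were not tested. The comparisons of infected with control fish within a tissue use no number, apart from the fit with the replicate number as a block.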
